A study of Homo sapiens with 6 samples. Its data were reported in "MUC1-C dependence in treatment-resistant prostate cancer uncovers a target for antibody-drug conjugate therapy" (2025).

How the data were processed

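Expression was compared between cultures of DU-145-DR/tet-MUC1shRNA cells given DMSO vehicle (3 libraries) and given DOX (3 libraries). Libraries were poly(A)-selected stranded RNA-Seq libraries (TruSeq Stranded mRNA), made by the authors from total RNA of triplicate cultures. Samples were assigned to groups and replicate numbers from their titles, and the columns of each table were matched to samples by DOX state and replicate number. The treatment labels name DTX resistance for the DOX-negative samples and the hairpin for the DOX-positive samples only; both were taken as the same hairpin-carrying line from the DOX state in the titles and from the study. If the DOX-negative cells lacked the hairpin, each comparison would also include its introduction. The columns carry a different abbreviation for the resistant line than the titles do, but no other sample shares their DOX state and number.

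The authors deposited a table of whole-number read counts for 28008 genes, which its name ties to the STAR aligner; aligner settings, the counting step and whether it used strand, the genome build and the annotation are not stated, so no coordinates are given. The authors also deposited a table of TPM values for 25546 genes, scaled to the same total in each library; 2462 genes of the count table are not in it. Among its genes, 5 short noncoding RNAs (RN7SL1, RN7SL2, RN7SL3, RN7SK and RPPH1) held between 34.4% and 64.4% of the TPM of a library, while they held between 0.488% and 1.76% of its counts. This share was lowest in DOX-negative replicate 2, so the deposited TPM of every other gene depends on it. The deposited counts and TPM hold 0 mitochondrially encoded genes, so the planned comparison of their share of counts could not be run. Library totals, and so CPM values, do not include them.

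Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept with filterByExpr (14292 genes), scaled with TMM factors (between 0.986 and 1.03), and tested with glmQLFit and glmQLFTest, two-sided, with the group as the only term. Benjamini-Hochberg adjusted p under 0.05 was the threshold. Standard errors were computed as the absolute log2 fold change divided by the square root of the F statistic. CPM values use the TMM-scaled library sizes. Totals ranged from 15092691 to 23243713 counts. Reads were counted without molecular identifiers as far as is stated, so the floor of 3 counts covers counting error only. Pairs of libraries within a group differed by more than sampling noise, with a chi-square statistic per degree of freedom between 3.76 and 20.2, so each library was counted as 1 replicate.

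Gene lists were written by hand, from general knowledge of the subjects and of published signatures, before the data were examined, except the S phase and G2/M lists of Seurat 5.3.0. Their symbols were matched to the count table, and older symbols through the synonyms of the RefSeq gene table of GRCh38.p14; 7 of the 35 ATF4 targets and 4 of the 200 MYC targets were matched this way. Lists were tested with camera (limma 3.58.1) at a preset correlation of 0.01 against all genes that passed the filter, adjusted over 13 lists. Named genes were fixed by rule before the data were examined: MUC1, the genes the study measured, and the 4 largest rises and 4 largest falls among genes with an adjusted p under 0.05, an average logCPM of at least 1 and groups that did not overlap. ABCB1, NUP43, ADPGK, CDKN1A and MDM2 were named after their values were seen. Some genes are not reported here.

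The alternatives fixed before the data were examined were DESeq2 1.42.0, RLE factors, total counts, no filter, at least 10 counts in every library, a replicate block, counts thinned to the smallest library total, limma on log2(TPM + 1) and on log2(TPM + 0.1), a fold threshold, each library left out in turn, and for lists also an estimated correlation, fry, fgsea 1.28.0 and lists without shared genes. DESeq2 was also the tool the authors used. Under DESeq2, lists were tested with camera on its Wald statistics. TPM fold changes are on the log2(TPM + pseudocount) scale, which understates the change of low genes. Alternatives added after the data were seen were a correction of each library's trends with transcript GC content and length (available for 86.7% of the genes tested), limma on TPM rescaled without the 5 short noncoding RNAs, and list tests among genes whose transcript lacks the heptamer ATCAGTA.

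The heptamer came from a scan of 3′UTRs. For each gene with a protein-coding transcript in the GENCODE 29 basic annotation, the principal transcript with the longest 3′UTR was used, if that 3′UTR had at least 50 bases (12099 genes, without MUC1). For each of 15742 heptamers found in at least 100 genes, the log2 fold changes of genes with and without it were compared as a z score, after limiting fold changes to 2 in either direction and removing their regression on 3′UTR length, its square and transcript GC content.

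The fits were tested on simulated counts drawn from the means and dispersions of these libraries, with 200 genes changed by 1 on the log2 scale. Of the 198 that passed the filter among 14146 genes, edgeR found 89.9%, with 4.30% false calls, and it called 0 of 14152 genes where none was changed. DESeq2 found 85.0% and limma 89.5% of the 200 among 14292 genes. A list shifted by simulation was called by camera, fry and fgsea among 9 lists, with 0 other lists called, over 14158 genes. Genes were drawn independently of each other, so this run cannot measure false list calls where genes are correlated. In the heptamer scan, 20 of 20 heptamers given a known shift over 12099 genes ranked first.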

Results

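RNA-Seq was performed on DU-145-DR/tet-MUC1shRNA cells, a docetaxel-resistant (DTX-resistant) derivative of the androgen receptor-negative human prostate cancer line DU-145 that carries a doxycycline-inducible (DOX-inducible) short hairpin RNA against MUC1. Libraries came from 3 cultures given the DMSO vehicle (DOX-negative) and 3 cultures given 500 ng/ml DOX (DOX-positive). The DOX-negative libraries held 17947568, 19028332 and 20205987 counts for replicates 1 to 3, and the DOX-positive libraries held 23243713, 19352614 and 15092691. A count of 3, taken here as the detection floor, corresponded to between 0.129 and 0.199 CPM (counts scaled to the library total) across the 6 libraries. Log2 CPM values correlated with Pearson's r between 0.990 and 0.993 across genes for pairs of libraries within a group and between 0.981 and 0.984 for pairs across groups; genes are not independent replicates. The first principal component held 51.03% of the variance and separated the groups. Each comparison below sets DOX-positive against DOX-negative cells, so it measures MUC1 silencing together with exposure to DOX itself; no library of cells with a control hairpin and DOX was analysed here. The treatment labels name the hairpin for the DOX-positive libraries only, so that the DOX-negative cells carry it as well is taken from the study and the titles.

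The silenced gene was examined first, since it checks the labels. MUC1 had 387, 484 and 396 counts in the DOX-negative libraries and 75, 74 and 66 counts in the DOX-positive libraries. Its level was 21.9 ± 2.58 CPM (SD, n = 3) without DOX and 3.86 ± 0.584 CPM (SD, n = 3) with DOX, which was 17.6% of the DOX-negative mean. The log2 fold change was -2.52 (SE 0.146), with an adjusted p of 4.47e-11 by the quasi-likelihood test of edgeR with Benjamini-Hochberg adjustment. The alternative that moved this value most was the deposited TPM with a pseudocount of 0.1, which gave -2.85. In the GENCODE 29 annotation 1 other gene, AL713999.1, shares exon sequence with MUC1 on the same strand.

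Across the transcriptome, 3816 of 14292 genes tested had an adjusted p under 0.05 by edgeR, of which 1861 were higher and 1955 were lower in DOX-positive cells. Of these, 368 changed by at least 1 on the log2 scale. The groups did not overlap in CPM for 5684 genes, or 39.8% of those tested, where chance gives 10%. The alternative that moved the count most without changing the threshold was the deposited TPM with limma and a pseudocount of 0.1, which called 408 genes.

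The genes with the largest changes were taken from those with an adjusted p under 0.05, an average logCPM of at least 1 and groups that did not overlap. The 4 largest rises were in CD79A, KRTAP2-3, IL1RL1 and ITGA2. CD79A rose from 1.68 ± 0.101 to 16.5 ± 1.87 CPM (SD, n = 3 each), a log2 fold change of 3.29 (SE 0.169, edgeR adjusted p 9.62e-12). KRTAP2-3 had a log2 fold change of 2.60 (SE 0.183, edgeR adjusted p 7.70e-10), but belongs to a family of near-identical keratin-associated protein genes, so the assignment of its reads is uncertain. IL1RL1 had a log2 fold change of 2.55 (SE 0.163, edgeR adjusted p 1.80e-10). ITGA2 was by far the most abundant of them, at 161 ± 7.59 CPM without DOX and 797 ± 22.1 CPM with DOX (SD, n = 3 each), and had a log2 fold change of 2.31 (SE 0.0641, edgeR adjusted p 1.13e-16).

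The 4 largest falls were in MUC1 itself, ZEB2, IGLON5 and DDX60. ZEB2 fell from 8.35 ± 1.29 to 1.47 ± 0.336 CPM (SD, n = 3 each), a log2 fold change of -2.51 (SE 0.217, edgeR adjusted p 1.79e-08). IGLON5 had a log2 fold change of -2.28 (SE 0.280, edgeR adjusted p 2.61e-06) and DDX60 had one of -2.24 (SE 0.228, edgeR adjusted p 1.84e-07). Each of these 3 genes had between 15 and 36 counts in every DOX-positive library. The heptamer ATCAGTA occurs 2 times in the 3′UTR of ZEB2 and 1 time in that of DDX60, and does not occur in the 3′UTR of IGLON5. Among the 4 largest rises, ITGA2 holds it 1 time before the 3′UTR, and the transcripts of CD79A, KRTAP2-3 and IL1RL1 lack it.

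**Figure D1:**
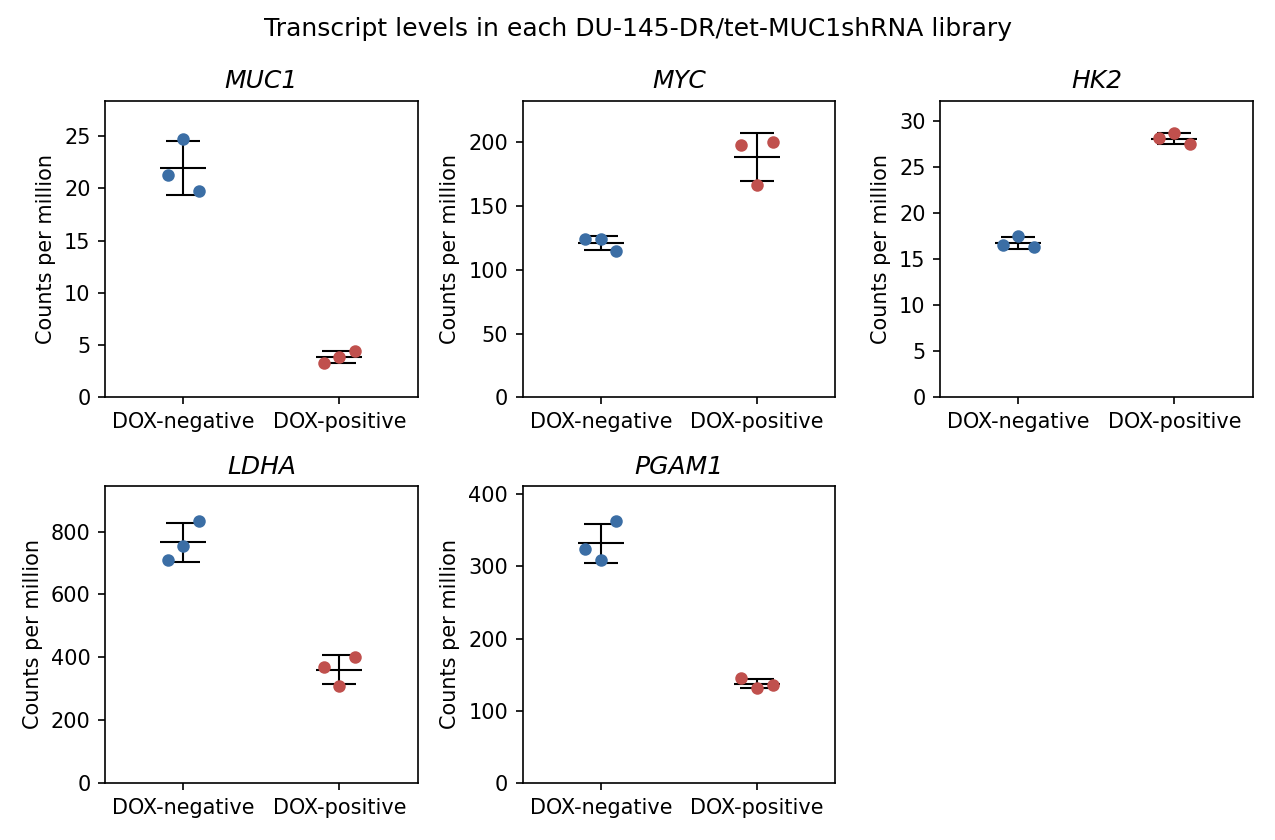
Transcript levels in CPM (y axis, starting at 0) for 5 genes in DOX-negative and DOX-positive libraries (x axis); each point is 1 library, and the black marks are the mean and SD of 3 libraries. MUC1, LDHA and PGAM1 are lower and MYC and HK2 are higher in the 3 DOX-positive libraries than in the 3 DOX-negative libraries, with no overlap.

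Genes of the WNT/MYC pathway, glycolysis, neuroendocrine lineage and cancer stem cell state were examined to ask whether silencing changed transcripts of the effectors that the study followed. Of 27 such genes, 20 passed the filter on low counts and 8 had an adjusted p under 0.05 over all genes tested by edgeR; 13 did so when adjusted over the list alone. The deposited TPM moved this most, with 2 genes past the threshold, LDHA and PGAM1. TCF4, MYCN and NEUROD1 had 0 counts in every library, which allows up to 0.199 CPM in the shallowest library. The name TCF4, which the study pairs with β-catenin, is also used for the product of another gene, TCF7L2. TCF7L2 was expressed, at 71.1 ± 4.23 CPM without DOX and 71.7 ± 2.92 CPM with DOX (SD, n = 3 each). POU3F2 had at most 6 counts and SOX2 at most 2, so no change in these genes was detectable at this depth. SYP had 2, 6 and 8 counts in the DOX-negative libraries and 12, 9 and 11 in the DOX-positive libraries. Its groups did not overlap, but it fell below the filter and was not tested in the main fit.

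MYC transcripts were higher with silencing. Their level was 121.03 ± 5.56 CPM in DOX-negative and 188.42 ± 18.7 CPM in DOX-positive cells (SD, n = 3 each), a log2 fold change of 0.64 (SE 0.0732, edgeR adjusted p 1.02e-06), and each DOX-positive library was above each DOX-negative library. This direction held under each of the 17 alternatives, although with the deposited TPM and a pseudocount of 1 the change was 0.23 and had a limma adjusted p of 0.570. The change in CTNNB1, which encodes β-catenin, was -0.16 (SE 0.0621, edgeR adjusted p 0.0682). That in TCF7L2 was 0.013 (SE 0.0739, edgeR adjusted p 0.920), and neither passed the threshold. CTNNB1 passed it with total counts (edgeR adjusted p 0.0256) and with the GC and length correction (0.0451), chosen after seeing the data. It did not pass in the other 15 of the 17 alternatives. Adjusted over the study genes alone, its edgeR p was 0.0369. The 3′UTRs of CTNNB1 and TCF7L2 each hold 1 copy of the heptamer.

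The glycolytic genes did not move together. LDHA fell from 766 ± 62.1 to 360 ± 46.2 CPM (SD, n = 3 each), a log2 fold change of -1.09 (SE 0.0807, edgeR adjusted p 1.62e-09). PGAM1 fell from 332 ± 27.4 to 138 ± 6.53 CPM (SD, n = 3 each), a log2 fold change of -1.27 (SE 0.0687, edgeR adjusted p 1.68e-11). The transcripts of LDHA and PGAM1 each hold the heptamer ATCAGTA 1 time in the 3′UTR and 1 time before it. GENCODE 29 lists 6 pseudogenes named after LDHA and 13 named after PGAM1, which can share reads with them. ALDOA changed by -0.24 (SE 0.0754, edgeR adjusted p 0.0215). The ALDOA call was lost in 3 of the fits that left out a library, at an adjusted p of 0.104 without DOX-negative replicate 3, 0.110 without DOX-positive replicate 2 and 0.0664 without DOX-positive replicate 3. HK2 moved the other way, from 16.8 ± 0.639 to 28.1 ± 0.592 CPM (SD, n = 3 each), a log2 fold change of 0.74 (SE 0.0964, edgeR adjusted p 5.59e-06). SLC2A1, which encodes GLUT1, had a log2 fold change of 0.17 (SE 0.0694, edgeR adjusted p 0.0753), not past the threshold. It passed at 0.0119 without DOX-negative replicate 3 and at 0.0380 with the GC and length correction, chosen after seeing the data. PKM, PGK1, ENO1 and LDHB also did not pass the threshold, with edgeR adjusted p of 0.738, 0.628, 0.654 and 0.0676. LDHB passed it with total counts (0.0211) and with the GC and length correction (0.00896). The table of counts gives 1 value per gene, so the M2 isoform of PKM could not be followed.

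Among stem cell and lineage markers, CD44 rose by 0.27 on the log2 scale (SE 0.0588, edgeR adjusted p 0.00144) although its 3′UTR holds 1 copy of the heptamer. BMI1 changed by -0.54 (SE 0.153, edgeR adjusted p 0.0113); the heptamer occurs 1 time in its transcript, before the 3′UTR, and its exons overlap the COMMD3-BMI1 readthrough gene on the same strand. The BMI1 call was lost without DOX-negative replicate 3 at an adjusted p of 0.0540 and without DOX-positive replicate 1 at 0.0654. NOTCH1, NOTCH2, AURKA, EZH2 and PEG10 did not pass the threshold, with edgeR adjusted p of 0.0713, 0.464, 0.431, 0.0771 and 0.784. NOTCH1 passed it without DOX-negative replicate 2 (0.0256), with no filter (0.0431) and with the GC and length correction (0.0319). EZH2 passed it with that correction (0.0470), which was chosen after seeing the data.

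Lists of genes by subject addressed the question of MYC targets, glycolysis and cell cycle that the study examined with signature analysis. The lists were written by hand or taken from Seurat; those of MYC targets and of glycolysis with nuclear pore resemble the signatures that the study used, but their membership was not compared here. Of 13 lists tested with camera, 11 had a Benjamini-Hochberg adjusted p under 0.05. MYC targets had a median log2 fold change of -0.061 over 196 genes (camera adjusted p 0.00427), with 41 called lower and 7 called higher. Glycolysis enzymes and regulators had a median of -0.061 over 34 genes (camera adjusted p 0.00694), with 9 lower and 3 higher. The list that joins them with 30 nuclear pore genes had a median of -0.067 over 64 genes (camera adjusted p 0.00215), and the nuclear pore genes alone had a median of -0.071 (camera adjusted p 0.0216). S phase genes had a median of -0.10 over 43 genes (camera adjusted p 0.00215), whereas the 54 G2/M genes, with a median of -0.042, did not pass the threshold (camera adjusted p 0.115). Among the 34 glycolysis genes, 7 hold the heptamer ATCAGTA in their transcripts, and the list had an adjusted p of 0.473 when tested among genes that lack it.

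Outside these subjects, 4 lists had medians further from 0 than any of those above, and NF-kB response and ATF4 targets did not. For hypoxia response this rank was not stable. Its median was 0.165 against -0.169 for S phase without DOX-negative replicate 1, and 0.154 against -0.167 without DOX-positive replicate 1. The p53 targets were higher, with a median of 0.58 over 25 genes (camera adjusted p 9.96e-18) and 19 called higher and 0 called lower. Cholesterol synthesis genes were higher, with a median of 0.34 over 25 genes (camera adjusted p 4.84e-11) and 18 called higher. Interferon-stimulated genes were lower, with a median of -0.36 over 37 genes (camera adjusted p 7.47e-07) and 17 called lower. Hypoxia response genes had a median of 0.16 over 33 genes (camera adjusted p 6.43e-05), NF-kB response genes 0.096 over 22 genes (camera adjusted p 0.0113) and ATF4 targets 0.090 over 32 genes (camera adjusted p 0.00750). The 20 study genes taken as a list had a median of -0.044 and did not pass the threshold (camera adjusted p 0.146). In 12 of the 13 lists the mean over the list separated the 3 DOX-positive from the 3 DOX-negative libraries; G2/M was the exception. Under fry, 8 of the 11 calls held, and those of MYC targets, S phase and ATF4 targets did not, with adjusted p of 0.133, 0.119 and 0.114. With a correlation estimated from these libraries, none of the 11 calls held; the lowest adjusted p was 0.0522, for p53 targets and hypoxia response, against unadjusted p of 0.00513 and 0.00803, and 3 lists had an unadjusted p under 0.05.

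**Figure D2:**
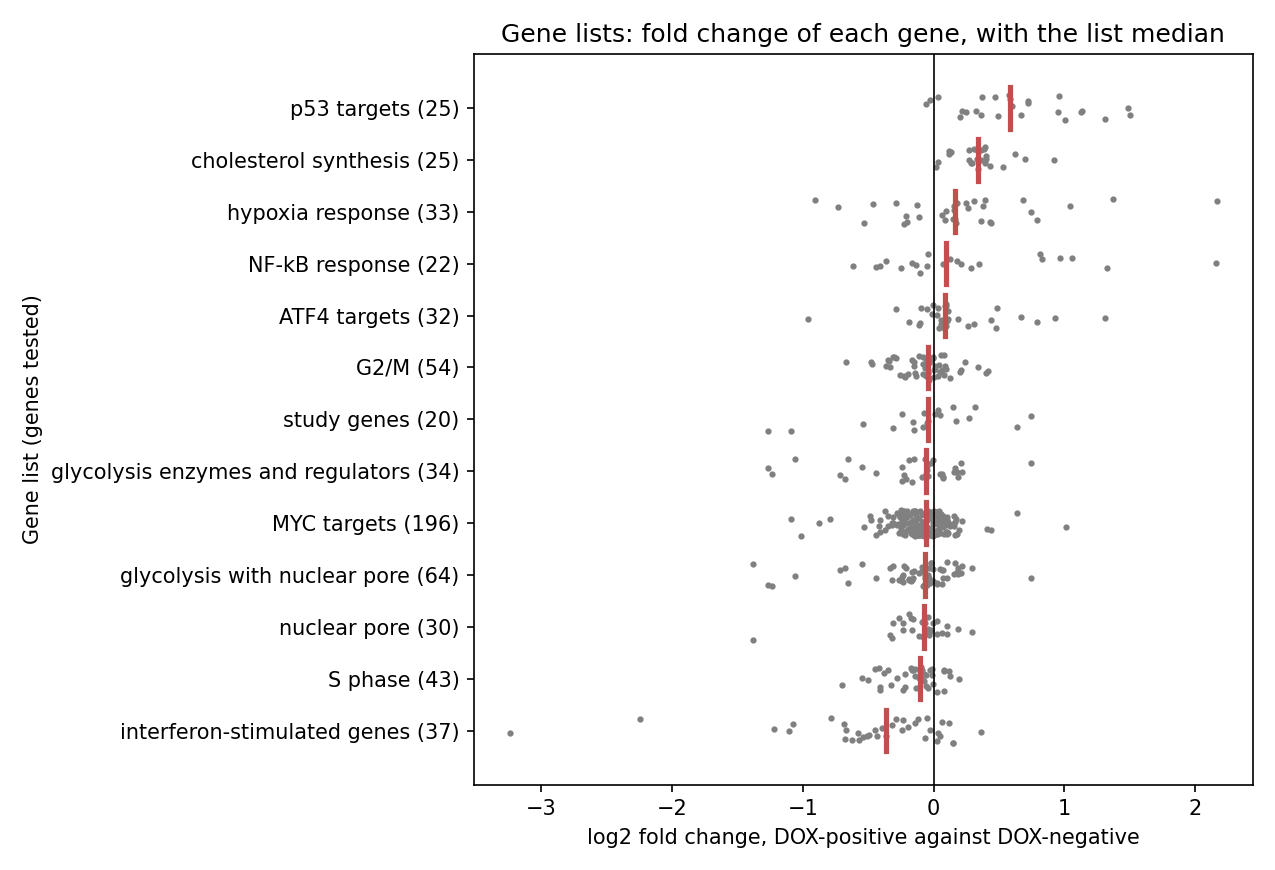
Log2 fold change of DOX-positive against DOX-negative cells (x axis) for each gene of 13 lists (y axis, with the number of genes tested in parentheses); each grey point is 1 gene and each red line is the median of its list. The p53 targets have the highest median, at 0.58, and the interferon-stimulated genes the lowest, at -0.36, while MYC targets lie near 0 at -0.061.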

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

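The fall of MUC1 kept its direction and stayed past the threshold under each of the 17 alternatives, from -2.85 to -2.36 on the log2 scale. The number of genes past the threshold stayed within 1.5 times of 3816 under all alternatives except the deposited TPM and the fold threshold: 443 genes were called from log2(TPM + 1), 408 from log2(TPM + 0.1), and 368 with an absolute log2 fold change of at least 1 as well. Only 6.77% and 7.11% of the TPM calls were higher, against 48.8% from counts, because the TPM scaling moved the median of all genes by -0.32 and -0.38. Leaving out each library in turn gave from 2784 to 3645 genes. The replicate block called 3158 genes, of which 3136 were also among the 3816, 9 study genes over the list alone, and changed no gene or list call named in the text; deviations of same-numbered libraries from their group means correlated at -0.019, -0.095 and -0.027, so the numbers give no sign of pairing. DOX-positive replicate 3, the shallowest library, set the floor on low genes; thinning all libraries to its total still called 3643 genes.

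Of the study genes, 2 were called from each TPM setting, over all genes and over the list alone, and 13 over all genes with the GC and length correction, which was chosen after seeing the data. Over the list alone, from 8 to 10 were called across the 6 fits that each left out one library, against 13 from all libraries; the count was 8 without DOX-negative replicate 3, without DOX-positive replicate 2 or without DOX-positive replicate 3, fits with fewer samples.

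The log2(TPM + 1) setting reversed TCF7L2 (-0.36), SLC2A1 (-0.22), PGK1 (-0.34), PEG10 (-0.33), CD44 (-0.12), NOTCH1 (-0.066) and EZH2 (-0.24), and log2(TPM + 0.1) reversed the same genes (-0.38, -0.22, -0.34, -0.35, -0.12, -0.066 and -0.24); once the shift of the median is taken off, each lies within 0.0736 of its value from counts. Total counts (-0.022) and TPM rescaled without short noncoding RNAs (-0.012) also reversed TCF7L2. Fits without one library ranged from -0.013 to 0.062 for TCF7L2, -0.016 to 0.13 for PEG10, -0.11 to 0.048 for PKM and -0.097 to 0.0015 for ENO1, so these changes have no settled sign. Over all settings, other gene results changed 21 times to weaker and 10 times to stronger.

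With an estimated correlation no list stayed past the threshold: the adjusted p was 0.483 for ATF4 targets, nuclear pore and S phase, 0.0787 for cholesterol synthesis, 0.437 for glycolysis with and without nuclear pore, 0.0522 for hypoxia response and p53 targets, 0.170 for interferon-stimulated genes, 0.555 for MYC targets and 0.289 for NF-kB response. Under fry, ATF4 targets (0.114), MYC targets (0.133) and S phase (0.119) were lost. Under fgsea, G2/M passed the threshold (0.0417). From log2(TPM + 1), ATF4 targets were lost (0.123), and the study genes (0.0359) and G2/M (0.00491) passed. From log2(TPM + 0.1), ATF4 targets (0.0560), MYC targets (0.0523) and nuclear pore (0.114) were lost. From rescaled TPM, NF-kB response was lost (0.0727). Without genes that another list holds, ATF4 targets were lost (0.0718); the list that joins glycolysis with nuclear pore has no such version. Among genes whose transcript lacks the heptamer, a setting chosen after seeing the data, glycolysis enzymes and regulators (0.473) and glycolysis with nuclear pore (0.0816) were lost, and the study genes changed direction (0.466). Leaving out each library gave adjusted p from 0.000515 to 0.110 for ATF4 targets, 0.000353 to 0.0806 for MYC targets, 0.00965 to 0.0806 for nuclear pore, 0.000149 to 0.0606 for S phase and 0.0293 to 0.579 for G2/M; ATF4 targets were lost without DOX-negative replicate 3 (0.110) and S phase without DOX-positive replicate 2 (0.0606), G2/M passed without DOX-negative replicate 1 (0.0384), DOX-negative replicate 2 (0.0418) or DOX-positive replicate 3 (0.0293), and MYC targets and nuclear pore were lost without DOX-negative replicate 3 (0.0806) and without DOX-positive replicate 2 (0.0666 and 0.0748). List medians moved as well. That of glycolysis enzymes and regulators was -0.12 without DOX-positive replicate 1 and -0.012 without DOX-positive replicate 2. That of MYC targets was -0.085 without DOX-negative replicate 1 and -0.026 without DOX-negative replicate 3. Unless stated, the cause was not tested. The comparison of the mitochondrially encoded share, with its own alternatives, was not run.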

Other observations

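All tests in this part were chosen after the results were seen, except the count of splits for genes past the threshold, the test of the nuclear pore genes and the test of doxycycline.

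Only 1 of the 10 splits of the 6 libraries into 3 and 3, the real one, gave as many as 3816 genes; the 9 others gave 0 genes, with 139 to 691 genes at an unadjusted p under 0.05. It was likewise 1 of 10 for the 8 study genes and for the 11 gene lists. With 10 splits the share is never under 0.1, so chance cannot be told apart by this count alone. Each other split sets 2 libraries of a group against 1, so part of the real difference stays in it and these splits are no null for the list tests. Camera called from 3 to 10 of the 13 lists in them, p53 targets and cholesterol synthesis in 8 of the 9 each, which real shifts that stay in the splits could also give. The real split is counted among the 10 in what follows. The p was as small as the real one in 6 of the 10 splits for MYC targets, S phase and G2/M, in 5 for ATF4 targets, in 3 for glycolysis enzymes and regulators, glycolysis with nuclear pore, nuclear pore and the study genes, in 2 for interferon-stimulated genes (lowest adjusted p in another split 5.08e-07), and in 1 for p53 targets, cholesterol synthesis, hypoxia response and NF-kB response.

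Genes that fell in DOX-positive cells shared a short sequence. Among 15742 heptamers, ATCAGTA had the z score furthest from 0, at -12.9, over the 1210 genes with a copy in the 3′UTR, whose mean log2 fold change was 0.15 below that of other genes (difference -0.15). The next, TCAGTAA, overlaps it and had a z of -10.9. Of heptamers that do not overlap these, CGCCTGG was the furthest from 0, at -3.88, and in 1000 shufflings of the fold changes over genes the largest z was 5.55 in size (p 0.001, the smallest that 1000 shufflings can give; genes are not independent replicates). ATCAGTA occurs in 21.5% of the 3′UTRs of genes called lower, 7.42% of those called higher and 8.05% of those not called. The MUC1 transcript holds it too: of 21 protein-coding MUC1 transcripts in GENCODE 29, 13 contain the heptamer, 12 of them within the coding sequence.

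Technical explanations were set against this pattern. Chance among heptamers is argued against by a division of the genes: the heptamer was the lowest in 6049 genes and had a z of -8.72 in the other 6050. Trends with transcript GC content or 3′UTR length, of the form removed before each z was computed, are argued against by the z of -12.9 itself. The fit with GC and length correction, where the z stayed at -12.9, adds little, because such trends had already been removed. Base composition is argued against by the heptamers made of the same bases that do not overlap the site, 396 in number, of which the most extreme had a z of 3.68; heptamers of the same bases that do overlap it reached further, TCAGTAA at -10.9 and CAGTAAT at -5.25. The reverse complement TACTGAT, found in 1359 genes, had a z of -0.444. As for grouping, 1 of the 10 splits of the libraries, the real one, gave a z as large; the others reached 9.93 in size, since each sets 2 libraries of a group against 1, and no share under 0.1 can be had.

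A candidate explanation is that a small RNA made from the induced hairpin pairs with these sites, as a microRNA would, and lowers transcripts other than MUC1. In such a case longer matches in the 3′UTR should fall further and the opposite strand should not. Relative to genes with no site in the transcript, the median log2 fold change differed by -0.22 for the 397 genes with the octamer ATCAGTAA in the 3′UTR, -0.089 for the 813 with ATCAGTA but not the octamer, -0.057 for the 982 with TCAGTAA only, -0.061 for the 757 with ATCAGTA only before the 3′UTR, and -0.0018 for 1052 genes with the reverse complement. Of genes with the octamer, 44.1% were called lower and 7.56% higher, against 11.7% and 14.97% of the 9150 genes with no site. For each library, the log2 CPM of a gene was also taken as a deviation from its own mean over the 6 libraries. Relative to genes with no site, the median deviation of octamer genes was -0.16, -0.089 and -0.099 in the 3 DOX-positive libraries. It was positive in each of the 3 DOX-negative libraries. The deviations of a gene cancel over all libraries, so the groups mirror each other and are not separate evidence. The sequence of the hairpin was not used here, and a microRNA of the cell with the same sequence that rises with silencing or with DOX would give the same pattern, so the source of such an RNA stays open. Other hairpins, or rescue with a MUC1 form the hairpin cannot bind, would separate these; the study reported silencing with another hairpin, for glycolysis transcripts too, and rescue, and these were not analysed here.

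This bears on the glycolysis result. Of the 9 glycolysis genes called lower, 5 hold the heptamer in their transcripts: ADPGK, BPGM, PGAM1, PGM2L1 and PRKACB. LDHA, which holds it as well, is not in that list but among the study genes. NUP43 of the nuclear pore list, with 2 copies and a log2 fold change of -1.38 (edgeR adjusted p 1.82e-10), and ADPGK, with the octamer and -1.23 (edgeR adjusted p 2.36e-09), were singled out after their values were seen. Without the 7 genes that hold the heptamer, the adjusted p of the glycolysis list was 0.473, and without 16 such genes that of glycolysis with nuclear pore was 0.0816. The removal of 7 random genes left as weak a mean statistic in 0 of 1000 draws, and of 16 random genes in 3 of 1000. The glycolysis list may therefore owe its shift to those genes, whatever lowered them. For the joint list this is less clear, since nuclear pore genes alone stayed past the threshold without heptamer genes (adjusted p 0.0428, median -0.068), as did MYC targets (0.0221) and S phase (0.0231). That the nuclear pore genes alone carry the full joint list is argued against by the enzymes and regulators alone, which passed at 0.00694. This does not extend to genes that lack the heptamer, among which the enzymes and regulators did not pass (0.473). The site does not account for ALDOA, whose transcript lacks it, nor for CD44, which holds it and rose. ITGA2, with 1 copy before the 3′UTR, also rose. PEG10, with 2 copies in the 3′UTR, changed by 0.037 (edgeR adjusted p 0.784).

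MYC transcripts rose while the study reported that MYC protein fell. The rise was 0.59 without DOX-positive replicate 3, the library with the highest MYC level in CPM, so that library does not account for it. With the GC and length correction it was 0.61. The correction took a MYC transcript of 1365 bases with a 3′UTR of 0 bases, so it cannot settle whether a GC or length trend contributed. Replicate 1 of the DOX-positive group had been left out first, with 0.60, and the choice moved to replicate 3 after both values were seen. A biological difference between transcript and protein was not tested, and DOX was present in the same libraries as silencing.

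The rise of p53 targets, the rise of cholesterol synthesis genes and the fall of interferon-stimulated genes were larger than the shifts of the subjects the study examined. A GC or length trend is argued against by adjusted p of 1.71e-17, 8.27e-12 and 1.16e-06 with that correction. That genes with the heptamer carry the fall of interferon-stimulated genes is argued against by an adjusted p of 1.74e-06 without them. For p53 targets and cholesterol synthesis the same test, at 2.52e-18 and 2.09e-09, cannot decide. A site that lowers transcripts would not directly raise the genes that hold it, and 0 of their genes with the heptamer were called lower. Whether a fall of other genes with the site raised these lists indirectly was not tested. CDKN1A (log2 fold change 1.13) and MDM2 (1.00) rose; these genes were named after their values were seen, and each overlaps another gene on the opposite strand in GENCODE 29, while MDM2 also overlaps AC025423.2 on the same strand, which can share its reads. In TPM as deposited, CDKN1A and MDM2 kept their direction but not their calls. MUC1 silencing, DOX and the small RNA considered above were present in the same 3 libraries. DOX may act on mitochondria, in which case ATF4 targets would rise; they did so at 0.00750, but mitochondrially encoded genes were not analysed, so an effect of DOX cannot be told apart from one of silencing.

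ABCB1, which encodes a drug efflux pump, was abundant, at 2606 ± 140 CPM without DOX, and rose to 3482 ± 92.8 CPM with DOX (SD, n = 3 each), a log2 fold change of 0.42 (SE 0.0655, edgeR adjusted p 5.61e-05). It was singled out after its values were seen and did not pass from the deposited TPM (limma adjusted p 0.956 with a pseudocount of 1). No explanation for it was tested.

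The deposited TPM called far fewer genes than the counts. RN7SK had 49206 counts in DOX-negative replicate 2 and 192785 in DOX-negative replicate 3, and the 5 short noncoding RNAs held 51.2%, 34.4% and 62.8% of the TPM of the DOX-negative libraries and 64.4%, 60.7% and 60.5% of that of the DOX-positive libraries. With TPM rescaled without them, limma called 3097 genes, of which 2904 were among the 3816 called from counts, so their uneven share is a likely source of the difference. Whether that share differs through RNA selection or in the cells was not tested.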
